# Benchmarking of bioinformatics tools for NGS-based microRNA profiling with RT-qPCR method

**DOI:** 10.1007/s10142-023-01276-w

**Published:** 2023-11-30

**Authors:** Klaudia Pawlina-Tyszko, Tomasz Szmatoła

**Keywords:** MicroRNA, qPCR, NGS, Bioinformatics

## Abstract

MicroRNAs are vital gene expression regulators, extensively studied worldwide. The large-scale characterization of miRNAomes is possible using next-generation sequencing (NGS). This technology offers great opportunities, but these cannot be fully exploited without proper and comprehensive bioinformatics analysis. This may be achieved by the use of reliable dedicated software; however, different programs may generate divergent results, leading to additional discrepancies. Thus, the aim of this study was to compare three bioinformatic algorithms dedicated to NGS-based microRNA profiling and validate them using an alternative method, namely RT-qPCR. The comparison analysis revealed differences in the number and sets of identified miRNAs. The qPCR confirmed the expression of the investigated microRNAs. The correlation analysis of NGS and qPCR measurements showed strong and significant coefficients for a subset of the tested miRNAs, including those detected by all three algorithms. Single miRNA variants (isomiRs) showed different levels of correlation with the qPCR data. The obtained results revealed the good performance of all tested programs, despite the observed differences. Moreover, they implied that some specific miRNAs may be differentially estimated using NGS technology and the qPCR method, regardless of the used bioinformatics software. These discrepancies may stem from many factors, including the composition of the isomiR profile, their abundance, length, and investigated species. In conclusion, in this study, we shed light on the bioinformatics aspects of miRNAome profiling, elucidating its complexity and pinpointing potential features influencing validation. Thus, qPCR validation results should be open to interpretation when not fully concordant with NGS results until further, additional analyses are conducted.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10142-023-01276-w.

## Introduction

MicroRNAs are of interest to many research groups because of their extensive regulatory interaction networks and potential to serve as biomarkers (Condrat et al. 2020). Although they do not code for proteins, they orchestrate gene expression regulation by binding to mRNAs and preventing further protein synthesis. Thanks to the ability to bind to the transcripts of many genes, miRNAs are indirectly involved in numerous cellular processes, such as apoptosis or proliferation, which are crucial for the functioning of cells, tissues, and organisms (Fabian et al. 2010; Filipowicz et al. 2008; He and Hannon 2004). The development of modern technologies has allowed for in-depth analysis of microRNA functioning, including large-scale profiling of entire miRNAomes in different species and tissues, both in physiological and pathological conditions (Chen et al. 2014; Chirayil et al. 2018; Lagos-Quintana et al. 2002; Pawlina et al. 2017; Ropka-Molik et al. 2018).

Currently, the greatest analytical possibilities are offered by high-throughput next-generation sequencing (NGS) technologies. These enable the generation of a large amount of sequence data in a relatively short time, without the need for prior knowledge of the analysed sequences. Therefore, they provide not only the possibility of identifying new microRNAs, which is extremely important for expanding the state of knowledge and better characterisation of the examined tissue and species, but also allow for large-scale expression analysis. One of the available NGS technologies is provided by Illumina, called sequencing by synthesis (SBS). It supports massively parallel base-by-base sequencing using fluorescently labelled dNTPs, which are incorporated into growing DNA strands (Bentley et al. 2008).

The use of next-generation sequencing to identify miRNAs not only offers a wide range of analytical possibilities but also entails certain technical requirements, including adequate computer and human resources. Knowledge of the biology of these sequences and bioinformatics is also required. The large number of available programs and ready-made scripts for the identification and analysis of microRNA expression using various analytical algorithms offer a wide range of choices (Lukasik et al. 2016), but can also lead to additional discrepancies in the obtained results. These programs are characterised by a different analytical approach, a different form of interface, often not very user-friendly, and, most importantly, varied sensitivity and specificity. This is directly reflected in the number of identified sequences and the percentage of false positive and negative results.

Therefore, choosing the most suitable program to analyse a given type of data can often involve difficulties. The main and superior criterion is obtaining the most reliable results. In addition, however, a user may be also interested in the scope of analyses offered within a given program and, from a technical point of view, hardware requirements, the speed of calculations, and the accessibility of the form of generated results. Therefore, the selection of the optimal program may increase the credibility and comparability with other results available in the world literature as well as the repeatability of obtained results.

Thus, the aim of this study was to compare the results generated by three bioinformatic programs dedicated to microRNA sequence identification based on NGS data, followed by empirical validation of chosen miRNA sequences with the RT-qPCR technique, which is very often the method of choice for the NGS data validation (Everaert et al. 2017; Gurgul et al. 2017; Pawlina-Tyszko et al. 2020).

## Material and methods

### Comparative bioinformatics analysis

In the first stage, the results of next-generation sequencing of microRNA libraries obtained in the previous research projects (GEO accession numbers: GSE87901, GSE148302, GSE231434) (Niwińska et al. 2022; Pawlina et al. 2017; Pawlina-Tyszko et al. 2020) were subjected to quality analysis in order to select the best, most representative samples with phred quality > 20, using the FastQC program (Andrews 2010). Low-quality reads and adapter trimming as well as length filtering (18–25 nt) were carried out with the Trimmomatic software (Bolger et al. 2014). Then, based on the database of available software for microRNA analysis—Tools4miRs (Lukasik et al. 2016)—three programs suitable for known miRNA identification and prediction of novel sequences were selected. The main criterion was their common usage, according to the number of their citations in the world literature. An additional selection criterion was the long-term support of the authors, which ensures the development of the software and performance improvements, as well as bug fixes. The miRNA analysis was performed using the latest version of the microRNA sequence reference database miRBase 22.1 (Griffiths-Jones et al. 2008; Kozomara and Griffiths-Jones 2011) and the same reference genome for each tool (EquCab2.0, Sscrofa11.1, Bos_taurus_UMD_3.1). Default analysis settings were used along with the minimum number of reads set to 2. The obtained results were compared in terms of the number of known and new microRNAs identified, the calculation time, and hardware requirements.

Then, 21 microRNAs were selected for further validation using the qRT-PCR method in the next step. Because of differences in the number of identified microRNAs between individual programs, the selection of microRNAs for validation was dictated by an attempt to reflect the observed proportions as best as possible. Therefore, 11 miRNAs identified by miRDeep2 software were selected, including four known and seven new ones, as this program predicted the greatest number of novel sequences among the three programs analysed. Seven miRNAs profiled by sRNAtoolbox-sRNAbench were chosen for validation, including five known and two new ones, as this program identified the greatest number of known microRNAs of the three programs tested. Seven microRNAs identified by UEA sRNA Workbench were selected, including three known and four novel ones, as this software identified similar numbers of known and new microRNAs, intermediate compared to the other two programs. Moreover, the selection criteria included the priority for miRNAs with a read count ≥ 50, identified uniquely by one tool and having positive scores assigned by miRDeep2 and UEA sRNA Workbench. In case there were no high-quality sequences identified solely by one tool, alternative miRNAs detected by two programs were selected. The chosen miRNAs differentially identified by the tested programs were subjected to a pathway analysis using miRNet 2.0 analytics platform (Chang et al. 2020). Moreover, four miRNAs identified by all three programs were chosen as positive controls (miR-375, miR-215-5p, miR-708-5p, miR-381-3p).

### Validation with RT-qPCR

RNA samples selected in the previous step were reverse transcribed using the miRCURY LNA RT kit (Qiagen) according to the manufacturer’s protocol. qPCR was performed using the miRCURY LNA SYBR Green PCR Kit (Qiagen) and commercially available and custom-made primers (Online Resource 1) specific for selected microRNAs (miRCURY LNA miRNA PCR Assay; Qiagen), according to the standard protocol. Each reaction was performed in duplicate, on a Quant Studio 7 Flex instrument (Thermo Fisher Scientific). For each pair of primers, a negative control was included without the addition of a template (NTC). The melt curve analysis, including the additional analysis of ambiguous results using uMELT Quartz software (Dwight et al. 2011), was performed to confirm the specificity of the primers used. In order to assess the efficiency of the conducted reactions, the standard curve method was used for each pair of primers. U6 snRNA and 5S rRNA were used as endogenous controls for expression normalisation. In addition, each sample was run with primers specific for cel-miR-39-3p, which is not expressed in mammals, to further confirm the correct performance of the reaction kit used and other primers. The obtained results were analysed using the ΔΔCt calculation method (Pfaffl 2001) to determine the expression level relative to the endogenous control. Pearson correlation coefficients between the NGS and qPCR results were calculated with the devtools R package (Wickham et al. 2022).

## Results

### Comparative bioinformatics analysis

The initial analysis of the miRNA-seq data from the previous projects (Niwińska et al. 2022; Pawlina et al. 2017; Pawlina-Tyszko et al. 2020) allowed us to select a total of 30 samples of the highest quality: 10 from horse skin tissue, 10 from pig brain tissue, and 10 from cow mammary gland tissue. 

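The cow data analysed here came from miRNA-seq of the mammary gland and the liver. The mammary samples were parenchyma, the tissue that holds the epithelial ducts, and the fat pad that surrounds it. Animals had been fed milk replacer without limit (ad libitum), a restricted amount of it, or the control diet. Parenchyma was covered by 6 ad libitum, 6 restricted and 3 control samples, the fat pad by 6, 6 and 4, and the liver by 6, 6 and 5. The paper used 10 cow mammary gland samples. Its text does not name them, so all 31 mammary samples are reported, and which of them were among the 10 is not known.

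The authors prepared small RNA libraries from total RNA by adaptor ligation, reverse transcription and PCR. The submitters' processing notes name bcl2fastq, FastQC, Trim Galore and DESeq2, without versions. The program that assigned reads to miRNAs and the genome build behind these values are not given in the sources used here. The values are read counts per mature miRNA, for 524 bovine miRNAs, which the authors divided by 1 size factor per library. In every library all values were whole multiples of 1 step (tolerance 0.01) and the smallest value above 0 was 6 steps. A miRNA listed at 0 can therefore have had up to 5 reads, and the sum of the steps gives an estimate of the reads assigned to miRNAs. This estimate ranged from 6193678 to 11291532 reads in parenchyma, with a median of 8007299. It ranged from 2123962 to 9522666 in the fat pad (median 5261943) and from 826776 to 5146724 in the liver (median 2651081). In the 3 control parenchyma samples it ranged from 7364055 to 9002775.

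The 3 control parenchyma samples differed from the other parenchyma samples in their miRNAs of epithelial cells. Over 10 such miRNAs, listed before the data were examined, the mean of log2(value + 1) was 3.76, 2.46 and 3.66 in control replicates 1, 2 and 18. In the 12 parenchyma samples of the animals fed milk replacer it ranged from 10.85 to 11.81, and in the 16 fat pad samples from 0.42 to 3.03.

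Groups were compared with limma on log2(value + 1), over miRNAs with a mean value of at least 10 in the samples compared. Adjusted p refers to the Benjamini-Hochberg procedure, with a threshold of 0.05. The labels carry numbers that recur across the tissues with the same feeding group, but do not say whether a number stands for an animal. The p-values therefore measure the spread between samples, part of which can be technical. Samples with the same number were treated as independent, except in 1 alternative of the limma comparisons.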

Then, three common, renowned miRNA calling programs were chosen using Tools4miRs database (Lukasik et al. 2016), namely miRDeep2 (v2.0.1.2) introduced in 2012 (Friedländer et al. 2012), sRNAtoolbox-sRNAbench introduced in 2014 (formerly miRanalyzer) (Aparicio-Puerta et al. 2019, 2022; Barturen et al. 2014), and UEA sRNA Workbench (v4.7) introduced in 2012 (Stocks et al. 2012, 2018).

These programs differ in their interface and the requirement of user advancement. miRDeep2 is a software package written in Perl programming language. It allows the identification and profiling of known miRNA sequences as well as the prediction of potentially new miRNAs in animals, based on deep sequencing data (Friedländer et al. 2012). It is a command-line package, which requires some knowledge on running this type of software. Moreover, basic bioinformatics knowledge is needed to pre-process sequences and set miRNA identification parameters. The analysis using this program takes on average several dozen minutes per sample depending on the available hardware.

sRNAtoolbox-sRNAbench allows microRNA profiling in multiple animal and plant species. It identifies known miRNA sequences, predicts novel miRNAs, and characterizes the expression profile of miRNA variants—isomiRs. It is available as a web tool, standalone version, and Docker container (Aparicio-Puerta et al. 2019, 2022; Barturen et al. 2014). The online version of sRNAtoolbox-sRNAbench does not require specialized IT knowledge; however, basic knowledge on trimming, quality and mapping of NGS reads is required. Since it is based on an external server, it is independent of the user’s hardware resources, and the analysis takes a few minutes per sample.

The UEA sRNA workbench is a downloadable software package. It allows complete analysis of single or multiple small RNA datasets from both plants and animals, profiling small RNA expression patterns and identifying novel microRNAs. It can be run on Windows, Linux, and MAC OS PCs with a java plugin (Stocks et al. 2012, 2018). Basic knowledge on microRNA characteristics and pre-processing of NGS results is required to prepare input sequences and set parameters. The analysis takes several minutes per sample if minimal recommended hardware requirements are met.

The number and type of generated output files differed between the tested programs. UEA sRNA Workbench generated a csv file with reads processing statistics and a csv file with details on identified sequences. Graphic files showing the length distribution of the identified microRNAs (.png) and secondary structures of their precursor sequences (.jpg) were also created (Online Resources 2 and 3). The miRDeep2 output embraced the main result table in csv, html, and bed formats, several run logs and statistics, as well as several separate files with details on the identified known and novel miRNAs in bed and fa formats. The identified stem-loop sequences with their characteristics and mapping details were graphically visualised in pdf format (Online Resource 4). sRNAtoolbox-sRNAbench generated several dozen output files including statistics and details on identified hairpins, known and novel mature sequences, and sequence variants (isomiRs), in txt and fa formats. Several graphs visualising, e.g. top microRNAs, mapping stats, and mapped reads, were in png format (Online Resources 5 and 6).

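More miRNAs were detected in the mammary parenchyma than in the mammary fat pad. At a minimum normalized value of 2, 396 ± 13.7 bovine miRNAs were detected per parenchyma sample (SD, n = 15; range 368 to 415). In the fat pad the number was 331 ± 26.8 (SD, n = 16; range 279 to 377). Over all 31 mammary samples it was 362 ± 39.4 (SD). Every value above 0 stands for at least 6 reads, so the paper's minimum of 2 reads cannot be applied to these values. The parenchyma samples had 65.4 more detected miRNAs on average (two-sided permutation test, p = 1e-05, the smallest p that 100000 resamples can give). The difference was 28.6 at a minimum value of 10 and 24.4 at 50 (permutation test, p = 1e-05 for each).

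Among the miRNAs found in one site and not in the other were miR-429, miR-141 and miR-96. They belong to the miR-200 and miR-183 families of epithelial cells. Their values in parenchyma were 1075 ± 638, 714 ± 483 and 617 ± 360 normalized read counts (SD, n = 15), and they were listed at 0 in all 16 fat pad samples. miR-429 was also listed at 0 in the 3 control parenchyma samples.

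The libraries of the fat pad were smaller, and detection depends on depth. When every mammary library was thinned to 2123962 reads, a step chosen after the data were seen, 332 ± 10.5 miRNAs were detected in parenchyma and 294 ± 9.82 in the fat pad, a difference of 38.6 (permutation test, p = 1e-05).

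**Figure D1:**
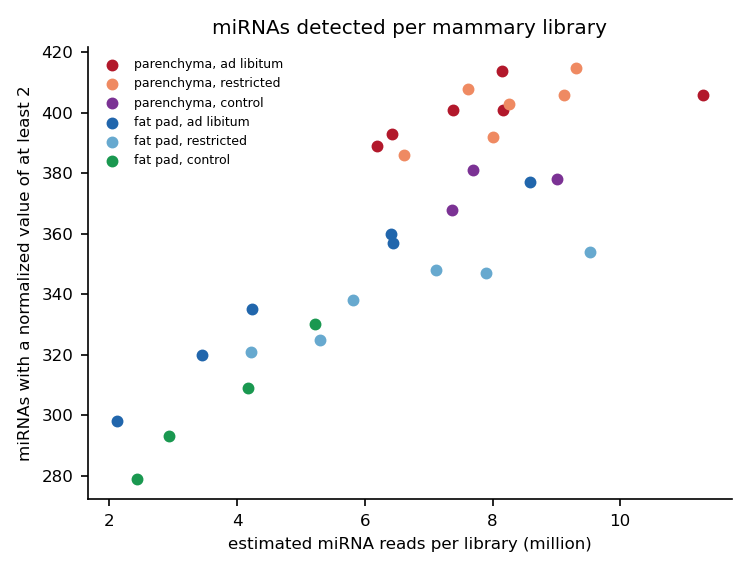
miRNAs with a value of at least 2 in each mammary sample (vertical axis) against its estimated reads (horizontal axis), by site. The parenchyma samples lie between 368 and 415 miRNAs and the fat pad samples between 279 and 377.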

Further analysis showed that UEA sRNA Workbench identified on average 181 known microRNAs per sample, followed by miRDeep2 (280) and sRNAtoolbox-sRNAbench (397). The number of predicted novel sequences ranged from 6 new miRNAs per sample on average (sRNAtoolbox-sRNAbench) through 131 (UEA sRNA Workbench) to 212 (miRDeep2). This was also reflected in the number of known and novel microRNAs identified for all samples tested (Table 1). When it comes to the software-unique sequences, UEA sRNA Workbench profiled 26 known and 567 novel miRNAs; miRDeep2 67 known and 2825 new sequences; while sRNAtoolbox-sRNAbench 134 known and 39 novel microRNAs (Table 1). The number of known miRNAs common for all three analysed tools amounted to 617, whereas the number of common novel microRNAs was equal to seven. Detailed data on the number of miRNAs common for two out of three programs are shown in Table 1 and Fig. 1.

**Table 1:**
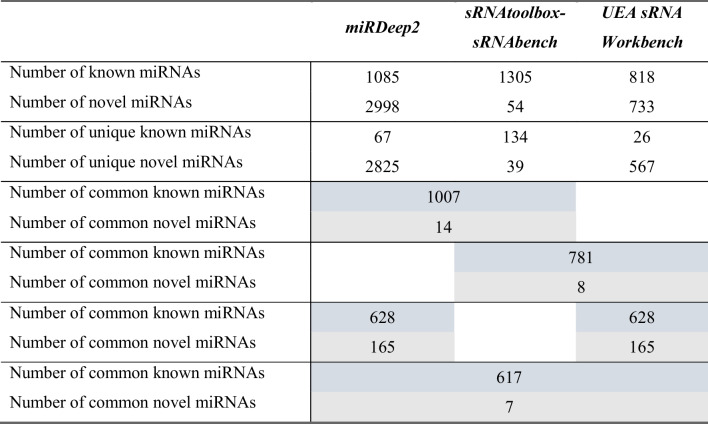
Data on the number of known and new microRNAs identified by the analysed programs in the 30 tested samples

The given values are for microRNAs meeting the criterion of the minimum number of two reads. The coloured blocks indicate data common for indicated algorithms

**Fig. 1:**
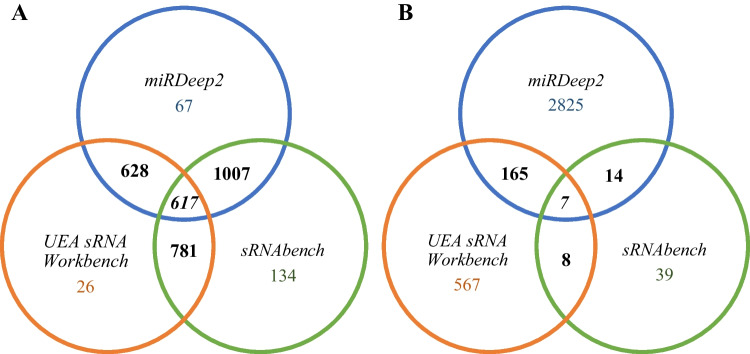
Venn diagram showing the number of identified known (**A**) and predicted novel (**B**) microRNAs, unique for each software and the common ones

### qPCR validation results

Out of the 21 analysed microRNAs, bta-miR-574-specific primers were excluded from further testing since the reaction efficiency and NTC results were incorrect. The analysis of the melting curve of the other primers revealed high specificity, as one product was obtained for each of them. The negative controls used, i.e. negative without template (NTC) and cel-miR-39-3p, did not give detectable reaction products. 

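Of the miRNAs assayed by qPCR in the cow samples, 8 were analysed here, matched by their bovine names, and 7 of these were above 0 in all 31 mammary samples. miR-100 was the most abundant, at 35325 ± 9866 normalized read counts in parenchyma (SD, n = 15) and 43937 ± 5664 in the fat pad (SD, n = 16). miR-30c followed with 15453 ± 3817 in parenchyma and 15503 ± 1991 in the fat pad (SD, n = 15 and n = 16). The least abundant was miR-375, a miRNA of epithelial and endocrine cells, at 30.8 ± 29.3 in parenchyma (SD, n = 15).

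The order of the 8 miRNAs in sequencing was compared with their order in the paper's qPCR values (n = 10 samples), as the mean Ct of 5S and U6 minus the Ct of the assay. In these values of the paper miR-30c was highest, at 0.96 ± 0.71 (SD), and miR-375 lowest, at -7.87 ± 1.05 (SD). Across the 8 miRNAs, which are not independent replicates, the mean log2 level in the 31 samples and the mean qPCR level had a Pearson r of 0.803 (exact permutation test over pairings, two-sided, p = 0.0181, adjusted p = 0.0272 over 3 relations computed across these miRNAs). Spearman's rho was 0.714 (exact permutation test, p = 0.0576, adjusted p = 0.0576). Without the 2 miRNAs farthest from the median sequencing level r was 0.5264, so the relation rests on these.

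For the most abundant miRNAs the comparison of the sites depended on the scaling. miR-100 was lower in parenchyma by limma (log2 fold change -0.38, standard error 0.15, adjusted p = 0.0181). Without the 3 control parenchyma samples the log2 fold change of miR-100 was -0.21 (adjusted p = 0.0297, limma). With each sample rescaled to a sum of 1000000 its log2 fold change was 0.06 (adjusted p = 0.757, limma). For miR-30c the log2 fold change was -0.03 (adjusted p = 0.786, limma), and 0.41 after rescaling (adjusted p = 0.000915, limma). Rescaling moved the median log2 fold change of all miRNAs tested from 0.41 to 0.77.

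**Figure D2:**
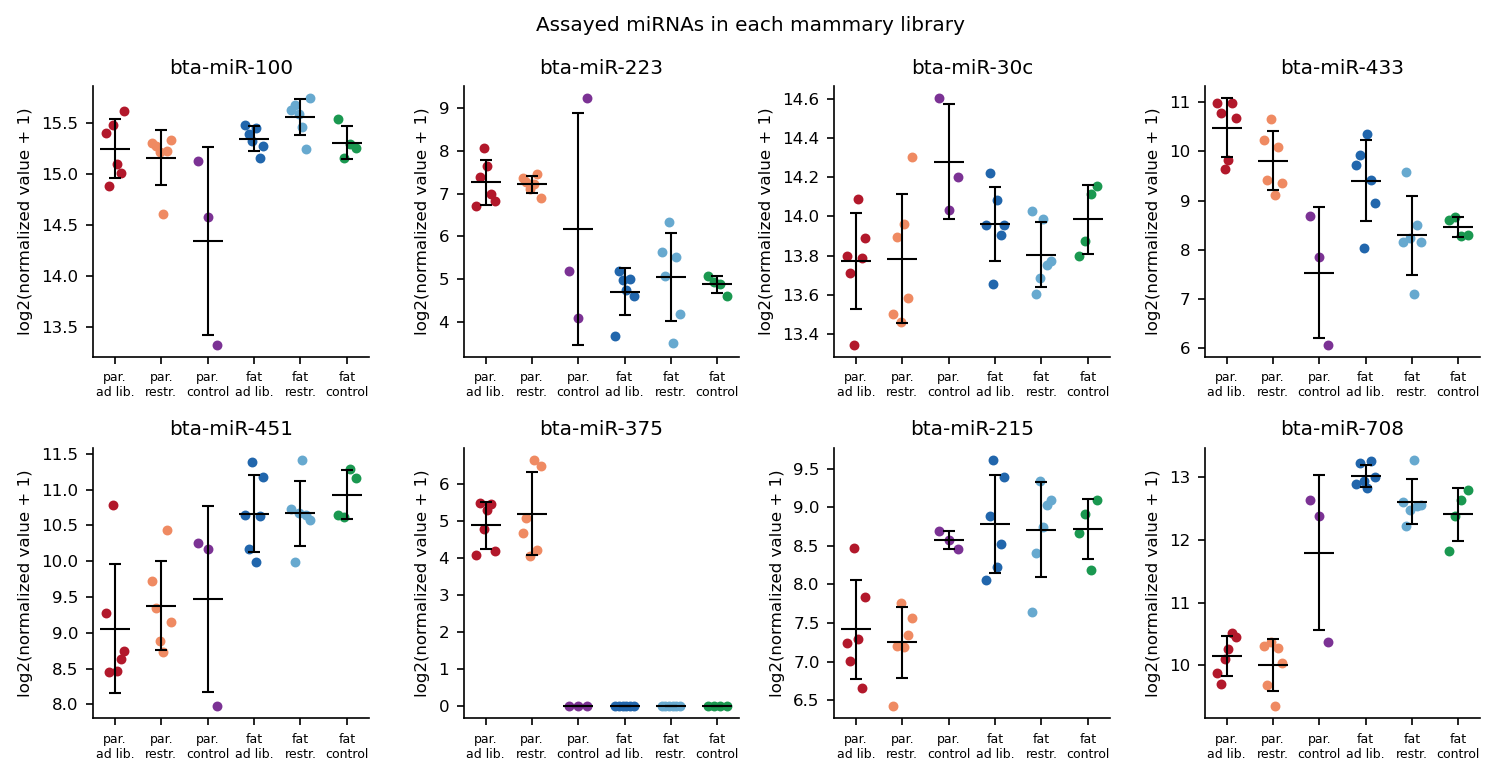
Normalized read counts, as log2(value + 1), of the 8 assayed miRNAs in each mammary sample by site and feeding group, with the mean and SD of each group as a black bar. miR-375 lies at 0 in the fat pad and in the control parenchyma samples.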

The final analysis of the relative expression level showed the expression of all tested microRNAs, including the positive controls (Table 2 and Online Resource 7).

**Table 2:** Table showing details of the qPCR-validated microRNAs. Information is provided for each of the analysed program whether a tested microRNA was identified, and if yes, whether as known (xxx-miR-yyy) or new

No.	miRCURY PCR assay name	miRBase miRNA name			qPCR validation result (mean relative expression)
		*miRDeep2*	*sRNAtoolbox-sRNAbench*	*UEA sRNA workbench*	
1.	Custom 1	New	NI	NI	Confirmed (5.95)
2.	hsa-miR-375	New	NI	New	Confirmed (107.79)
3.	Custom 13	NI	New	New	Confirmed (8.63)
4.	hsa-let-7b-5p	NI	New	NI	Confirmed (6.69)
5.	hsa-miR-100-5p	bta-miR-100	bta-miR-100	NI	Confirmed (1.94)
6.	bta-miR-3432a	bta-miR-3432a	NI	bta-miR-3432a	Confirmed (4.29)
7.	hsa-miR-376c-3p	ssc-miR-376c	NI	NI	Confirmed (9.67)
8.	hsa-miR-223-3p	NI	bta-miR-223	bta-miR-223	Confirmed (3.02)
9.	hsa-miR-30c-5p	NI	bta-miR-30c	NI	Confirmed (1.81)
10.	Custom 31	NI	NI	New	Confirmed (4.41)
11.	hsa-miR-574-5p	NI	NI	bta-miR-574	Rejected because of incorrect reaction parameters
12.	cfa-miR-485	NI	NI	New	Confirmed (9.20)
13.	hsa-miR-329-3p	bta-miR-329b	NI	NI	Confirmed (2.73)
14.	tgu-miR-30b-3p	NI	NI	bta-miR-30a-3p	Confirmed (2.89)
15.	hsa-miR-433-3p	NI	bta-miR-433	NI	Confirmed (2.78)
16.	hsa-miR-451a	NI	bta-miR-451	NI	Confirmed (4.75)
17.	hsa-miR-1264	New	NI	NI	Confirmed (13.66)
18.	oar-miR-3959-5p	New	NI	NI	Confirmed (4.04)
19.	hsa-miR-346	New	NI	NI	Confirmed (7.04)
20.	Custom 47	New	NI	NI	Confirmed (2.09)
21.	bta-miR-211	New	NI	NI	Confirmed (10.17)
Negative control	cel-miR-39-3p	NI	NI	NI	Confirmed (0)
Positive control	hsa-miR-375	bta, ssc-miR-375	bta, ssc-miR-375	bta, ssc-miR-375	Confirmed (8.84)
Positive control	hsa-miR-215-5p	bta-miR-215	bta-miR-215	bta-miR-215	Confirmed (2.24)
Positive control	hsa-miR-708-5p	bta-miR-708 ssc-miR-708-5p	bta-miR-708 ssc-miR-708-5p	bta-miR-708 ssc-miR-708-5p	Confirmed (5.32)
Positive control	ssc-miR-381-3p	ssc-miR-381-3p	ssc-miR-381-3p	ssc-miR-381-3p	Confirmed (3.85)

*NI*, not identified; *Bta*, *Bos taurus*; *ssc*, *Sus scrofa*; *cel*, *Caenorhabditis elegans*; *hsa*, *Homo sapiens*; *tgu*, *Taeniopygia guttata*; *cfa*, *Canis familiaris*; *oar*, *Ovis aries*

In summary, all the selected 11 miRNAs identified by miRDeep2, seven determined by sRNAtoolbox-sRNAbench, and seven identified by UEA sRNA Workbench were confirmed by qPCR (Table 3). The KEGG pathway analysis allowed identification of 66 significantly enriched pathways (FDR ≤ 0.1) for miRDeep2 (including 10 unique ones), 89 for sRNAtoolbox-sRNAbench (27 unique), and 54 for UEA sRNA Workbench (3 unique) (Online Resource 8).

**Table 3:** Summary table of the RT-qPCR validation results

	*miRDeep2*	*sRNAtoolbox-sRNAbench*	*UEA sRNA workbench*
Number of validated miRNAs	11	7	7
Number of confirmed miRNAs	11	7	7
Number of validated known miRNAs	4	5	3
Number of confirmed known miRNAs	4	5	3
Number of validated new miRNAs	7	2	4
Number of confirmed new miRNAs	7	2	4

In the next step, we calculated correlation coefficients for the investigated miRNAs between the qPCR results and read counts outputted by each of the programs to assess the significance of different methods of reporting the miRNA read number. Moreover, since custom-made primers were used for some miRNAs, we performed additional reactions with alternative custom 31 and custom 47 assays. This approach was applied to gain insight into the potential influence of qPCR primers and assay design on the validation results.

For miRDeep2, four strong and significant correlations (*p*-value ≤ 0.05) were identified, namely for two investigated miRNAs, hsa-miR-375 (*R* = 0.95) and bta-miR-3432a (*R* = 0.92); and for two positive controls, hsa-miR-375 (cow samples; *R* = 0.74) and hsa-miR-708-5p (cow samples; *R* = 0.86). 

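In the mammary gland miR-375 was found with the epithelial miRNAs of the parenchyma, while miR-708 was more abundant in the fat pad. miR-375 was 38.5 ± 27.8 normalized read counts (SD, n = 12) in the parenchyma of animals fed milk replacer, and above 0 in all 12 samples. It was listed at 0 in the 3 control parenchyma samples and in all 16 fat pad samples. miR-708 was 6941 ± 1811 in the fat pad (SD, n = 16) and 1758 ± 1692 in parenchyma (SD, n = 15), a log2 fold change of -2.29 for parenchyma against fat pad (standard error 0.24, adjusted p = 9.88e-10, limma).

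All 10 epithelial miRNAs tested, miR-375 included, were higher in parenchyma than in the fat pad (10 adjusted over the list alone). Among them, miR-200a, a repressor of the transcription factors ZEB1 and ZEB2, was 27288 ± 15362 in parenchyma and 18.5 ± 24.0 in the fat pad (log2 fold change 10.25, standard error 1.15, adjusted p = 2.95e-09, limma). miR-205, a miRNA of basal epithelial cells, was 13463 ± 10217 and 10.5 ± 19.0 (SD, n = 15 and n = 16, as for the other values of the sites). Of 7 miRNAs linked to adipocytes, 6 were lower in parenchyma and 1 was higher (6 and 1 adjusted over the list alone). miR-378-2, whose gene lies within that of the coactivator PGC-1β, was 15162 ± 27007 in parenchyma and 61207 ± 23758 in the fat pad, and shares reads with its copy miR-378-1. In the parenchyma of animals fed milk replacer miR-378-2 was 4741 ± 3930 (SD, n = 12) and listed at 0 in 1 of the samples. The lowest value of its copy miR-378-1 in these 12 samples was 1582, so the 0 does not show absence.

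The control parenchyma samples, which had low epithelial miRNAs, differed from each other in miR-708. It was 6394 in replicate 1, 5320 in replicate 2 and 1327 in replicate 18, the last within the 653 to 1468 of the animals fed milk replacer. The mean was 4347 ± 2670 (SD, n = 3) in the control samples and 1111 ± 255 (SD, n = 12) in the parenchyma of animals fed milk replacer (log2 fold change -1.72, standard error 0.38, adjusted p = 0.00114, limma; -2.43 to -1.30 with 1 replicate left out). Over those 12 samples miR-375 and the mean log2 level of 5 miR-200 family members had a Pearson r of 0.757 (permutation test, p = 0.00452, adjusted p = 0.0158 over 7 relations). Spearman's rho was 0.629 (permutation test, p = 0.0333, adjusted p = 0.113), and r was 0.411 without the 2 samples farthest from the median. With each sample rescaled to a sum of 1000000 r was 0.816, rho 0.818 (permutation test, adjusted p = 0.00609) and r without 2 samples 0.769, while without the log r was 0.282 when 2 samples were left out.

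**Figure D3:**
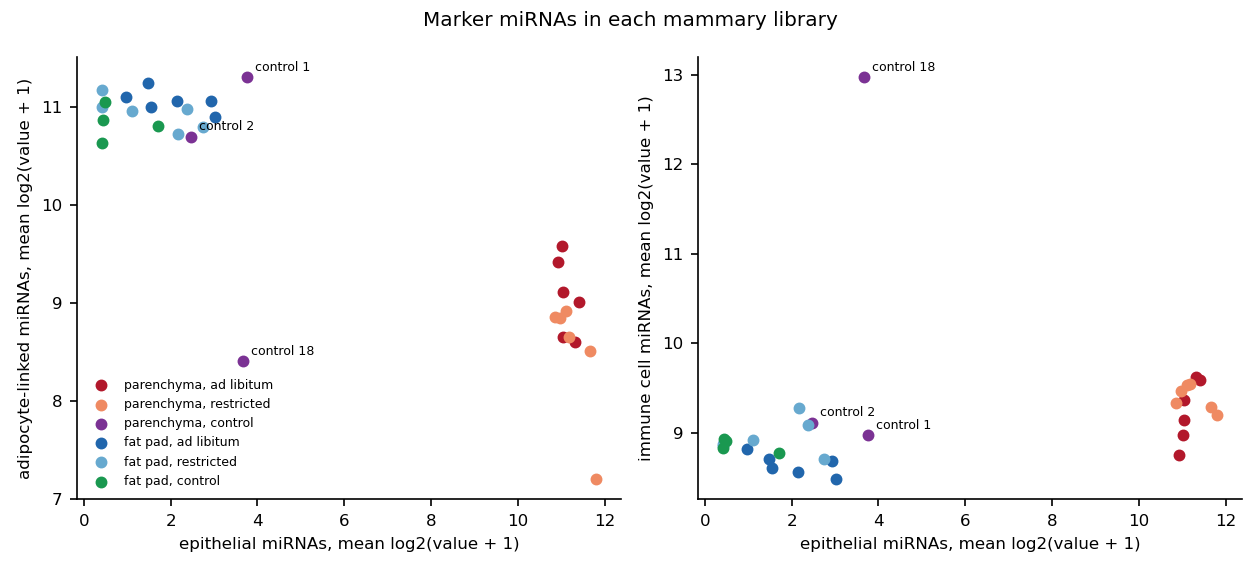
Mean log2(value + 1) of the epithelial list against that of the adipocyte-linked list and of the immune cell list in each mammary sample, by site and feeding group. Control parenchyma replicates 1, 2 and 18 lie at 3.76, 2.46 and 3.66 on the epithelial axis, below the other parenchyma samples, which start at 10.85.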

The use of the alternative custom 47 assay caused a substantial increase in the correlation coefficient from 0.09 to 0.59, and a decrease of *p*-value from 0.79 to 0.07. 

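miR-451, a miRNA of red blood cells that is made without Dicer, was higher in the fat pad than in the parenchyma. It was 1781 ± 554 normalized read counts in the fat pad (SD, n = 16) and 725 ± 451 in parenchyma (SD, n = 15), a log2 fold change of -1.46 for parenchyma against fat pad (standard error 0.23, adjusted p = 1.63e-06, limma). Of the 3 erythroid miRNAs, miR-451 and miR-486 were lower in parenchyma (2 adjusted over the list alone). bta-miR-486 was 593 ± 637 in parenchyma and 1409 ± 279 in the fat pad. bta-miR-144, which shares its transcript with miR-451, did not pass the test, at 41.7 ± 132 and 1.95 ± 3.79, and without control replicate 2, which had 512 counts, its mean in parenchyma was 8.07 (n = 14).

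Among individual samples miR-451 ranged from 251 to 1757 in parenchyma and from 1012 to 2734 in the fat pad. In the paper's qPCR values miR-451a spread by 1.42 cycles (SD, n = 10), the largest SD of the 8 assays. In the fat pad miR-451 and the mean log2 level of miR-144 and miR-486 had a Pearson r of 0.538 over 16 samples (permutation test, p = 0.0318, adjusted p = 0.0445 over 7 relations). Spearman's rho was 0.447 (permutation test, p = 0.086, adjusted p = 0.120), r was 0.286 without the 2 samples farthest from the median, and 0.132 when the values were not log-transformed. In the 12 parenchyma samples of animals fed milk replacer r was 0.517 (permutation test, p = 0.083, adjusted p = 0.0968). There rho was 0.315 (permutation test, p = 0.32, adjusted p = 0.373), and r was -0.18 without 2 samples, so both relations rest on a pair of samples. In the fat pad miR-144 was near the floor, and it was listed at 0 in 7 of these 12 parenchyma samples. The marker mean thus depends in part on whether miR-144 reached 6 reads, so r is a weak measure of blood.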

Three significant correlations (*p*-value ≤ 0.05) were revealed for sRNAtoolbox-sRNAbench: one strong for the examined hsa-miR-451a (*R* = 0.91) and two for the positive controls hsa-miR-375 (cow samples; *R* = 0.67) and hsa-miR-708-5p (cow samples; *R* = 0.92). Among the tested miRNAs identified by UEA sRNA workbench, three showed the moderate correlation level (*p*-value ≤ 0.05): hsa-miR-223-3p (*R* = 0.65), custom 31 (*R* = 0.67), and cfa-miR-485 (*R* = 0.68), while another three were strongly correlated (*p*-value ≤ 0.05): hsa-miR-375 (*R* = 0.95), bta-miR-3432a (*R* = 0.97), and tgu-miR-30b-3p (*R* = 0.78). 

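miR-223, a miRNA of myeloid cells, was higher in the parenchyma than in the fat pad. It was 168 ± 134 normalized read counts in parenchyma (SD, n = 15) and 31.7 ± 16.5 in the fat pad (SD, n = 16), a log2 fold change of 2.15 (standard error 0.34, adjusted p = 1.12e-06, limma). Of 7 immune cell miRNAs, 4 were higher in parenchyma, 1 was lower and 2 did not pass the test (4 and 1 adjusted over the list alone). With rescaled samples 6 were higher and 1 was lower. bta-miR-142-5p, a miRNA of blood cells, was 4885 ± 11224 in parenchyma and 799 ± 146 in the fat pad. bta-miR-155, a miRNA of activated lymphocytes and macrophages, was the lower one, at 647 ± 1315 and 1143 ± 319.

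Control parenchyma replicate 18 had 599 counts of miR-223, 45393 of miR-142-5p and 23130 of miR-150, and the highest value of the 31 mammary samples for each of the 7 miRNAs. Without it the parenchyma means were 1992 for miR-142-5p and 319 for miR-155 (n = 14). In control replicates 1 and 2 miR-223 was 35.6 and 16.2, while in the parenchyma of animals fed milk replacer it was 156 ± 45.1 (SD, n = 12; range 104 to 269). Over these 12 samples miR-223 and the mean log2 level of the miR-142 arms had a Pearson r of 0.691 (permutation test, p = 0.0129, adjusted p = 0.0299 over 7 relations). Spearman's rho was 0.587 (permutation test, p = 0.0486, adjusted p = 0.113), and r was 0.476 without the 2 samples farthest from the median. In the fat pad r was -0.08 over 16 samples (permutation test, p = 0.775, adjusted p = 0.775), rho was -0.05 (permutation test, p = 0.864, adjusted p = 0.864), and r was 0.371 without 2 samples and 0.501 without the log.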

For the alternative custom 31 assay, a decrease in the correlation coefficient was observed from 0.67 to − 0.42 accompanied by the loss of statistical significance (*p*-value = 0.27). Of the positive controls, the following two were moderately correlated (*p*-value ≤ 0.05): hsa-miR-375 (cow samples, *R* = 0.63) and hsa-miR-375 (pig samples, *R* = 0.66). When it comes to miRNAs called by two programs, their correlation coefficients and *p*-values were similar (Table 4).

**Table 4:** Data on the results of the correlation analysis between the qPCR and miRNA-seq results for the investigated assays

miRCURY PCR assay name	Correlation coefficient (*p*-value)				Exact isomiR abundance [%]
	*miRDeep2*	*sRNAtoolbox-sRNAbench*	*UEA sRNA workbench*	Assay exact isomiR	
Custom 1	− 0.07 (0.85)	-	-	-	-
hsa-miR-375	0.95 (0.05)	-	0.95 (0.05)	-	-
custom 13	-	0.59 (0.08)	0.59 (0.07)	-	-
hsa-let-7b-5p	-	0.45 (0.45)	-	-	-
hsa-miR-100-5p	0.33 (0.35)	0.42 (0.22)	-	0.58 (0.08)	0.07
bta-miR-3432a	0.92 (1.56E− 04)	-	0.97 (1.92E− 6)	-	-
hsa-miR-376c-3p	0.01 (0.98)	-	-	-	-
hsa-miR-223-3p	-	0.61 (0.06)	0.65 (0.04)	0.58 (0.07)	6.38
hsa-miR-30c-5p	-	0.24 (0.49)	-	0.10 (0.77)	1.94
custom 31	-	-	0.67 (0.05)	-	-
custom 31 v2	-	-	− 0.42 (0.27)	-	-
cfa-miR-485	-	-	0.68 (0.03)	-	-
hsa-miR-329-3p	0.19 (0.59)	-	-	-	-
tgu-miR-30b-3p	-	-	0.78 (8.07E−03)	-	-
hsa-miR-433-3p	-	0.59 (0.07)	-	0.69 (0.03)	0.20
hsa-miR-451a	-	0.91 (2.18E−04)	-	− 0.09 (0.79)	0.05
hsa-miR-1264	0.14 (0.69)	-	-	-	-
oar-miR-3959-5p	0.51 (0.19)	-	-	-	-
hsa-miR-346	− 0.23 (0.53)	-	-	-	-
custom 47	0.09 (0.79)	-	-	-	-
custom 47 v2	0.59 (0.07)	-	-	-	-
Positive controls					
hsa-miR-375 cow samples	0.74 (0.02)	0.67 (0.05)	0.63 (0.05)	0.56 (0.12)	26.38
hsa-miR-375 pig samples	0.59 (0.07)	0.59 (0.07)	0.66 (0.04)	0.60 (0.07)	18.74
hsa-miR-215-5p cow samples	0.41 (0.24)	0.35 (0.32)	0.22 (0.53)	− 0.17 (0.65)	0.07
hsa-miR-708-5p cow samples	0.86 (1.59E−03)	0.92 (1.63E−04)	0.01 (0.97)	0.89 (5.67E−04)	0.58
hsa-miR-708-5p pig samples	− 0.51 (0.13)	− 0.31 (0.38)	− 0.43 (0.21)	− 0.11 (0.75)	0.69
ssc-miR-381-3p pig samples	0.06 (0.86)	0.17 (0.65)	− 0.38 (0.27)	− 0.35 (0.32)	0.02

In the case of known miRNAs which were annotated by sRNAtoolbox-sRNAbench, the calculations were also performed for separate isomiRs, including the isomiR with the same sequence as the used assay, to elucidate the influence of different miRNA sequences and length variants on qPCR validation results. As a result, one statistically significant (*p*-value ≤ 0.05) moderate correlation for the exact isomiR of hsa-miR-433-3p (*R* = 0.69) and one strong correlation for the exact isomiR of the positive control hsa-miR-708-5p (*R* = 0.89) were revealed. Correlation coefficients and statistical significance increased for two out of 11 miRNAs for which this approach was applied (hsa-miR-100-5p, hsa-miR-433-3p) (Table 4). 

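miR-433, which lies in the imprinted DLK1-DIO3 cluster, was higher in the parenchyma than in the fat pad, and so were 25 of the 47 tested miRNAs of that cluster, miR-433 included. It was 1044 ± 641 normalized read counts in parenchyma (SD, n = 15) and 508 ± 319 in the fat pad (SD, n = 16), a log2 fold change of 0.87 (standard error 0.38, adjusted p = 0.0378, limma). In the cluster 1 miRNA was lower and 21 did not pass (20 higher and 0 lower adjusted over the list alone; 35 higher and 0 lower with rescaled samples). bta-miR-493 was 8252 ± 4403 in parenchyma and 2205 ± 634 in the fat pad, and bta-miR-370 was 3966 ± 2681 and 1136 ± 613.

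The cluster also differed between feeding groups. In the parenchyma 43 of 48 of its miRNAs were higher in animals fed milk replacer than in control animals (44 adjusted over the list alone). Between ad libitum and restricted parenchyma 0 of 48 passed (limma), in a fit whose variance included the 3 unlike control samples. In the fat pad 3 of 41 were higher with milk replacer than in control animals (3 adjusted over the list alone, 5 without replicate 10). After rescaling 7 of 41 were higher there. For ad libitum against restricted animals the test of a different effect in the sites passed for 0 of 47 (limma), and for milk replacer against control animals such a difference was not tested. In the parenchyma miR-433 was 1246 ± 544 (SD, n = 12) against 236 ± 171 (SD, n = 3), a log2 fold change of 2.61 (standard error 0.46, adjusted p = 0.000176, limma; 1.88 to 3.18 with 1 replicate left out), and miR-100 was 38295 ± 6818 against 23443 ± 12689 (log2 fold change 0.86, standard error 0.29, adjusted p = 0.0207, limma), which no longer passed without replicate 18 (adjusted p = 0.240, limma). These 3 control samples also had low epithelial miRNAs, as their list means of 2.46 to 3.76 show. Between ad libitum and restricted fat pad 5 of 41 miRNAs of the cluster were higher and 1 lower (2 and 1 adjusted over the list alone), but with 1 replicate left out 1 to 7 were higher (1 without replicate 4, 9, 10, 11 or 16). There miR-433 was 762 ± 366 in ad libitum and 356 ± 214 in restricted animals (SD, n = 6 each), a log2 fold change of 1.11 (standard error 0.37, adjusted p = 0.0499, limma), which passed in 2 of 16 fits with 1 replicate left out.

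Between samples of a site the level of miR-433 was set against the mean log2 level of the other 50 measured members of the cluster. In the fat pad Pearson's r was 0.708 (n = 16, permutation test, p = 0.00219, adjusted p = 0.0153 over 7 relations), Spearman's rho was 0.65 (permutation test, p = 0.00767, adjusted p = 0.0537), and r was 0.591 without 2 samples. In the 12 parenchyma samples of animals fed milk replacer r was 0.666 (permutation test, p = 0.0171, adjusted p = 0.0299). There rho was 0.552 (permutation test, p = 0.0667, adjusted p = 0.117), and r was 0.318 without 2 samples. Without the log rho was 0.727 (permutation test, adjusted p = 0.0335) and r without 2 samples 0.571, and with rescaled values the latter was 0.410. Values of single isomiRs were not analysed here.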

The results obtained for the other isomiRs showed different levels of correlation and significance, including sequences differing in one nucleotide and those with different expression levels (Fig. 2 and Online Resource 9).

**Fig. 2:**
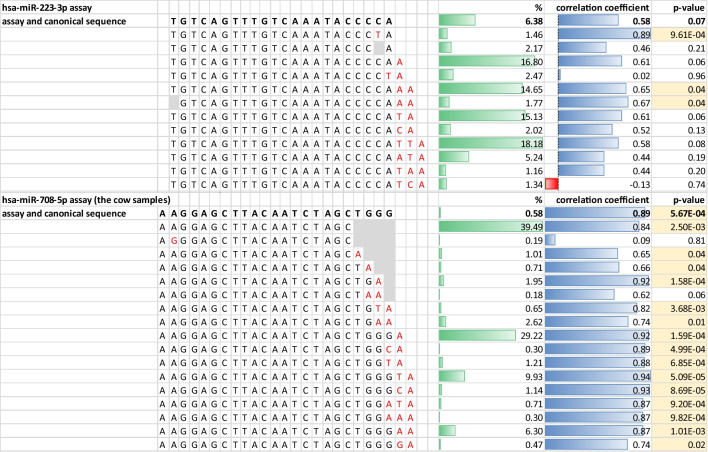
Graphic representation of results of the single isomiR correlation analysis for hsa-miR-223-3p and hsa-miR-708-5p assays. The assay and canonical miRNA sequences are bolded, while isomiR sequences are given below. Red nucleotides denote those different compared to the canonical sequence. Grey blocks represent the lack of a nucleotide compared to the canonical sequence. “%” stands for the share of a given variant in the whole miRNA read count. Yellow coloured cells highlight *p*-value ≤ 0.05

## Discussion

MicroRNA expression profiling is a commonly used analysis in many types of experiment. It provides valuable information on the functioning of the cellular machinery of various tissues and species, as well as its disorders in various disease states. In-depth characterization of the miRNA profile is enabled by next-generation sequencing technology. There is a large number of miRNA identification programs allowing for the annotation of already known microRNAs and prediction of potentially new ones. Since they are based on different algorithms and may apply different identification criteria, they may give different results. Therefore, in this study, we empirically evaluated the performance of three programs for microRNA analysis with the RT-qPCR method. However, it should be noted that other software may perform differently than the ones analysed in this research.

We ran each tool with the default analysis settings since we assumed that this approach is taken by most users. The exceptions involved the exclusion of sequences with only one read count to decrease the likelihood of the presence of sequencing artefacts. Moreover, the miRNA sequence length was set to 18–25 nt, since this is the length range in which most miRNAs fall (Filipowicz et al. 2005; Pawlina et al. 2017; Pawlina-Tyszko et al. 2020). Additionally, longer sequences could increase the number of false positives (Fromm et al. 2022). Nevertheless, it cannot be ruled out that the adjustment of analysis parameters could boost algorithm performance. The performance may also be influenced by the technology of library preparation. The analysed libraries were prepared with ligation-based kits and total RNA input. Libraries based on enriched small RNAs input and/or ligation-free kits utilising poly(A) tailing and template switching could affect the sequencing output differently.

The performed comparison analysis showed differences in the number of known miRNAs and potentially new sequences between individual programs. Each of them also identified a number of unique microRNA sequences (Table 1 and Fig. 1). The qPCR validation confirmed the expression of all selected microRNAs in the tested samples, which proves the high reliability of each of the programs used (Tables 2 and 3). To shed some light on possible functional implications of different performance of the investigated algorithms, we carried out a pathway enrichment analysis for the differentially identified miRNAs. The analysis revealed numerous biological pathways, of which most were common for the tools. On the other hand, similarly to the miRNA profiling results, a number of program-specific pathways were defined (Online Resource 8). This emphasises a possible influence of software choice on the results of in silico functional analysis and, as a result, conclusions drawn. However, further investigation is needed to state if these program-specific microRNAs are always associated with specific biological processes.

Next, we calculated correlation coefficients between the qPCR results and read counts of the examined microRNAs outputted by the analysed algorithms to determine if there is a superior one. In this step, we included qPCR results for additional miRNAs identified by all the algorithms. These served as positive controls not only for qPCR reactions but also for the correlation coefficient calculations since they were identified irrespectively of the ones used in this study program. Significant correlations were identified for two of the six analysed positive controls, by each tested program (Table 4). When it comes to the software unique miRNAs, two of 11 miRDeep2 miRNAs, one of seven sRNAtoolbox-sRNAbench miRNAs, and six of seven UEA sRNA Workbench microRNAs had significant correlation coefficients. Thus, UEA sRNA Workbench showed the highest number of significantly correlated miRNAs. However, since this was true only for its unique miRNAs and was not observed for the positive controls, it is difficult to determine with certainty if it is the result of better algorithm performance or the coincidental choice of better correlating miRNAs for the qPCR validation.

In general, it was noticeable that if a miRNA was detected by at least two programs, its correlation coefficient and *p*-value were similar; i.e. if a microRNA was strongly and significantly correlated, it was so for all the tools (Table 4). This suggests that there may exist some miRNAs which pose a difficulty for identification algorithms. Similar observations were made by Everaert and colleagues on the RNA-seq data. They stated that such a situation takes place for genes that are typically low expressed (Everaert et al. 2017). This remains in agreement with our results; however, it may not be the whole truth for miRNAs. The correlation analysis results obtained in this study for the high-quality and probability miRNAs identified by all the programs and serving as positive controls were significantly correlated for only two of six miRNAs, and significant and insignificant coefficients were noted for sequences with read counts below 100 as well as those above 1000. Thus, other factors could also play substantial roles. One of them may be the afore-mentioned library preparation protocol. It may influence the obtained results introducing library bias associated with the preference of a ligation enzyme for some miRNAs over others (Fuchs et al. 2015). Moreover, primers or assays used for qPCR validation itself may be in some cases the source of variability and discrepancies, as was implicated by the results of qPCR with alternative primers. This may be true especially for unique miRNAs and custom-made assays, which are not wet-lab validated by a manufacturer.

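The 3 cow positive controls lay on both sides of these read counts in the mammary samples. miR-375 was below 100 normalized read counts in all 31 samples. miR-215, which shares its seed with the liver and gut miRNA miR-192, was below 100 in 2 samples and above 1000 in none. It was 213 ± 107 in parenchyma (SD, n = 15) and 454 ± 162 in the fat pad (SD, n = 16), a log2 fold change of -1.16 for parenchyma against fat pad (standard error 0.22, adjusted p = 2.71e-05, limma). miR-708 was above 1000 in 27 of the 31 samples and below 100 in none.

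The spread between samples differed as well. Over the 31 samples, which includes the difference between the sites, the coefficient of variation was 171% for miR-375, 54.2% for miR-215 and 71.0% for miR-708. In the parenchyma of animals fed milk replacer it was 72.3%, 41.1% and 22.9%, and in the fat pad 35.6% for miR-215 and 26.1% for miR-708, so within these groups miR-215 varied more than miR-708. In the paper's qPCR values for its 10 cow samples the SD was 1.05 cycles for miR-375, 0.69 for miR-215 and 1.38 for miR-708. In the control parenchyma samples, which had low epithelial miRNAs, miR-215 was 380 ± 31.2 (SD, n = 3), against 171 ± 70.5 (SD, n = 12) in animals fed milk replacer (log2 fold change -1.24, standard error 0.34, adjusted p = 0.00674, limma). The paper reports significant and insignificant coefficients at low and at high read counts. From these it proposes that factors other than a low expression level could also have a part in how well miRNA-seq and qPCR values correlate.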

Furthermore, the ubiquitous expression of isomiRs that is microRNA length and sequence variants might be involved. Numerous studies revealed a wide repertoire of isomiRs for many miRNAs. They are very often composed of several dozen different variants with different expression levels (Neilsen et al. 2012; Pawlina et al. 2017), which may vary with statistical significance between tissues, developmental stages, or treatments (Bizuayehu et al. 2012; Fernandez-Valverde et al. 2010; Guo et al. 2016; Loher et al. 2014; Pawlina et al. 2017; Telonis et al. 2015). To shed some light on the potential involvement and significance of these miRNA variants for qPCR validation, we took a closer look at their length and sequence characteristics and the share of the total pool. To this end, we calculated correlation coefficients between the qPCR data and read counts as well as the abundance of separate isomiRs. First, an analysis was performed for the isomiR with the exact same sequence as the used PCR primer assay, assuming the best hybridisation efficiency. This approach caused an increase of correlation coefficients for two of 11 examined miRNAs, namely hsa-miR-100-5p and hsa-miR-433-3p; however, only the hsa-miR-433-3p result was statistically significant (Table 4).

In the next step, we carried out the same analysis for other isomiRs detected for these miRNAs (Fig. 2 and Online Resource 9). This revealed quite a complex picture. First of all, 3′ isomiRs were the most common alteration, which remains in agreement with other research (Loher et al. 2014; Pawlina et al. 2017). We also observed that even variants three nucleotides longer than the used assay can be significantly correlated (hsa-miR-433-3p), so they seem to be quite well tolerated by the PCR assays. Moreover, correlation coefficients may vary for the same length isomiRs but with a different nucleotide added, which may be exemplified by hsa-miR-708-5p for which two-nucleotide 3′ additions were detected (Fig. 2 and Online Resource 9). They were statistically significant with strong and similar correlations except for the “GA” addition, which had the lowest statistics. When it comes to 5′ variants, although they are rarer than 3′ ones and usually shorter (one nucleotide addition or deletion), they were also significantly correlated for many analysed miRNAs (e.g. hsa-miR-433-3p, hsa-miR-100-5p, hsa-miR-223-3p). Furthermore, internal single nucleotide substitutions did not seem to substantially affect PCR performance, since their presence did not rule out significant correlations (e.g. hsa-miR-100-5p and hsa-miR-30c-5p), implying that the assays may bear a level of tolerance for at least some substitutions.

In general, the picture which emerges from this analysis is that the isomiRs composition influence on qPCR results and their correlation with NGS results may be profound and very complex. This may be reflected by hsa-miR-223-3p, for which a moderately significant correlation was established between UEA sRNA Workbench and qPCR results. This miRNA was composed of 13 isomiRs in the analysed samples. The single-isomiR analysis revealed significant correlations with the qPCR results for only three of them (Online Resource 9). The hsa-miR-100-5p analysis showed that the whole miRNA profile correlations between the NGS analysis programs and qPCR results were not significant. However, 21 of 232 detected isomiRs had significant correlation coefficients. On the other hand, hsa-miR-451a was characterised by a strong and significant correlation between the whole miRNA profile NGS results and qPCR results, while 12 of the detected 13 isomiRs were strongly and significantly correlated. The obtained results suggest that if the correlation of the whole miRNA profile NGS results with qPCR results is very strong and statistically significant, the same might be noted for most of the detected isomiRs. When it comes to moderately correlated and less-significant or insignificant miRNAs, there may exist some isomiRs for which significant correlations may be identified if the isomiR profile is broad.

In order to further investigate possible causes of such diversified results for isomiRs, we looked at the number of reads of single isomiRs, assuming that the likelihood of binding of primer sequences to the most abundant variants might be higher. Of the 11 investigated isomiR profiles, the expression level of the most abundant isomiR was strongly and significantly correlated for three miRNAs (hsa-miR-451a, hsa-miR-708-5p, and hsa-miR-375-3p); however, there were other, less-numerous isomiRs with stronger correlations (Fig. 2 and Online Resource 9).

Interestingly, during the analysis of the positive control results, we noticed that two assays examined in samples from two different species (the cow and the pig) performed differently. The correlation analysis results for hsa-miR-375-3p and hsa-miR-708-5p in the cow samples revealed moderately and strongly significant correlations for all the analysed programs (except for UEA sRNA Workbench results for hsa-miR-708-5p). The same assays were not significantly correlated in the pig samples, except for hsa-miR-375-3p UEA sRNA Workbench results and its two separate isomiRs (Fig. 2 and Online Resource 9). Thus, we looked at the isomiR profiles of these miRNAs in the tested samples to see if they may underlie these differences, since isomiR profiles may be even gender and population specific (Loher et al. 2014). However, the profile did not visibly differ in the case of hsa-miR-375-3p and for hsa-miR-708-5p minor differences in the number of identified isomiRs were observed (data not shown). Therefore, it remains to be determined with a higher number of samples and assays if these results are species dependent, tissue dependent, or associated with other factors.

To sum up, factors influencing concordance between miRNA-seq and qPCR data may be very numerous. Some of these may dominate over others and their combination may create unique signatures responsible for correlation results of single miRNAs. Apart from the library protocol bias, the expression of miRNA variants (isomiRs), their abundance, length, sequence composition, and profile characteristics may account in the case of microRNAs. Investigated species could also play a role, although further research is needed to confirm this influence and elucidate its exact nature. The performed analysis implies that the influence of these factors is virtual even for different miRNA-seq identifying algorithms in the case of high-quality and likelihood miRNAs detected by at least two of the analysed programs. This may also be true for other software; however, it remains to be elucidated. Furthermore, additional features that were not assessed here may be of vital importance. Similar observations and conclusions were made for RNA-sequencing analysis workflows also validated with RT-qPCR (Everaert et al. 2017). Finally, we cannot exclude the possibility that miRNAs chosen for the validation favour accurate quantification by NGS or qPCR. The performed analysis would also benefit in the future from an increase in the number of qPCR-quantified miRNAs, single isomiRs, different species and tissues as well as library preparation protocols, used assays, and validation techniques to gain a more comprehensive view.

The most prominent differences between the analysed algorithms were noted for the number of predicted potentially new sequences. sRNAtoolbox-sRNAbench identified 39 while miRDeep2 as many as 2825 novel miRNA candidates. Although these numbers would probably change when fine tuning the algorithm analysis settings, it is rather unlikely that they would even out. All the new sequences unique for the investigated programs, selected for qPCR validation in this study, were confirmed to be expressed, which implies that they may be true novel miRNAs. However, since they constituted only a small portion of all predicted new sequences, this does not guarantee the authenticity of the other ones. Moreover, these results become especially important in the light of the recent analysis performed by Fromm and colleagues who, as a result, postulated that the limits of human miRNA annotation had been met (Fromm et al. 2022). According to the current 22.1 version of the miRBase, 2654 human mature miRNAs are deposited. When it comes to the species investigated here, 1025, 690, and 475 mature miRNAs are currently deposited for the cow, horse, and pig, respectively. These numbers are far from being close to the human data; thus, there still might be a pool of new microRNAs to be discovered in these species, especially in the scarcely investigated tissues and developmental stages. Nevertheless, caution and thorough analysis are advised when identifying novel miRNAs since their repertoire is not limitless.

The results obtained in this study shed some light on the performance of three algorithms for miRNA-seq data analysis and their concordance with RT-qPCR validation. Coenye recently suggested that the added value of qPCR validation is low in the case of high-quality RNA-seq data, highly expressed genes, and those with large differences in expression levels (Coenye 2021). On the other hand, it may be still necessary if these terms are not met. We suggest that in the case of microRNA data, other factors may also be involved and their thorough and detailed characterisation necessitates further, more extensive studies. Whatever the validation decision, miRNA-seq results should be quality controlled and carefully inspected. On the other hand, it should be taken into account that qPCR validation results with moderate concordance with miRNA-seq results are not necessarily the sign of poor NGS quality but may stem from the intrinsic nature of miRNA sequences, the investigated research material, and applied technologies.

## Conclusions

All programs differed slightly in the number of annotated known miRNAs and substantially in the number of predicted new sequences. Of note, each algorithm identified a set of unique miRNAs. All the analysed programs showed a good concordance with RT-qPCR expression data and none of them outperformed the others in terms of the number of confirmed sequences. Interestingly, the highest number of significantly correlated unique miRNAs was identified by UEA sRNA Workbench and the cause of this needs to be additionally confirmed. Careful analysis and interpretation are warranted when assessing RT-qPCR validation results since many different factors and miRNA features may influence them, apart from sequencing quality.

### Supplementary information

Online Resource 1 Sequences of miRNAs for which the custom miRCURY LNA PCR Primers were designed.

Online Resource 2 Exemplary histogram showing the length distribution of microRNAs, generated by UEA sRNA Workbench. (PNG 13 kb)

Online Resource 3 Exemplary graphic representation of the secondary structure of a precursor microRNA sequence, generated by UEA sRNA Workbench. (JPG 213 kb)

Online Resource 4 Exemplary stem-loop sequences with their characteristics and mapping details graphically visualized by miRDeep2.

Online Resource 5 Exemplary plot demonstrating top 10 microRNAs with the highest number of reads identified by sRNAtoolbox-sRNAbench. (PNG 24 kb)

Online Resource 6 Exemplary plot demonstrating the length distribution of a percentage of sequences identified by sRNAtoolbox-sRNAbench. (PNG 8 kb)

Online Resource 7 Results of qPCR validation including biological and technical replicates.

Online Resource 8 KEGG pathways significantly enriched in miRNAs identified differentially by the tested programs (FDR≤0.1).

Online Resource 9 Results of the correlation analysis obtained for single isomiRs. The sequences of the canonical miRNAs are given as a reference. The assay sequences are bolded, while the sequences of single isomiRs detected are listed below them. Red nucleotides stand for those differing from the reference sequence, while grey cells denote missing nucleotides. “%” stands for the percentage of read counts of individual isomiRs in the whole pool of the identified miRNA variants (calculated on the basis of normalized reads). Positive correlations are indicated with blue bars, while negative correlations with red bars. P-values ≤0.05 are highlighted in yellow. Since the number of identified isomiRs for some miRNAs was very high, only those with p-value ≤0.1 were presented in the file (the exact numbers are provided).

## Data Availability

Data used in this study are available in GEO NCBI database under the following accession numbers: GSE87901, GSE148302, and GSE231434.

# Supplementary material for: Benchmarking of bioinformatics tools for NGS-based microRNA profiling with RT-qPCR method
**Source:** Funct Integr Genomics. 2023 Nov 30;23(4):347. doi: 10.1007/s10142-023-01276-w
**Supplement:** Supplementary file 1 — Sequences of miRNAs for which the custom miRCURY LNA PCR Primers were designed.

Benchmarking of bioinformatics tools for NGS-based microRNA profiling with RT-qPCR method

Klaudia Pawlina-Tyszko^1^, Tomasz Szmatoła^1,2^

| **miRCURY PCR assay name** | **miRNA sequence (5’-3’)** |
| --- | --- |
| custom 1 | AACTTTTGCCCCTAGTAACGGACTG |
| custom 13 | GAGGTTACCCGAGCAACTTTGC |
| custom 31 | CACTAGATTGAGAGCTCC |
| custom 47 | TTCCCGCCGGCGTATGCTGCTGTT |

Journal: Functional & Integrative Genomics

How the deposited data were processed for this re-analysis (not part of the article)

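Normalized miRNA-seq values of 48 bovine samples were analysed: mammary parenchyma (15), mammary fat pad (16) and liver (17), each in the feeding groups ad libitum, restricted and control. The miRNA tables that the paper made with its 3 programs, its single isomiR counts, its horse and pig samples, and the miRNAs miR-3432a, miR-329b, miR-30a-3p and miR-574 of the cow samples were not analysed here. The authors prepared the libraries, and the submitters' processing notes name bcl2fastq, FastQC, Trim Galore and DESeq2 without versions or roles. The read-assigning program, the genome build and the miRNA database version behind these values are not given in the sources used here.

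The values are read counts divided by 1 size factor per library by the authors. Each line of the deposited table is enclosed in a second pair of quotes, so the automatic check of units could not split it into columns and tested none of the values. The unit therefore rests on the table itself: in each library all values were whole multiples of 1 step (tolerance 0.01), with no value above 0 under 6 steps. Reads with 1 to 5 counts per miRNA and library are thus listed at 0. The sum of the steps was taken as an estimate of the reads, and no test for counts was used. The table's own column of fold changes matched parenchyma over liver, with a median absolute difference of 0.000807 on the log2 scale over 265 miRNAs in the authors' deposited table. Its mean column equalled the mean of the sample columns for 504 miRNAs and differed for 20. There were 19 groups of miRNA gene copies (42 names), such as miR-378-1 and miR-378-2, which share reads and are not independent. Each of 109 pairs of samples of 1 group differed by more than counting error (smallest chi-square per degree of freedom 74.1), so no library was counted as a copy of another.

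Groups were compared with limma 3.58.1 in R 4.3.3 on log2(value + 1), with a trend of variance on level, over miRNAs with a mean value of at least 10 in the samples of the fit, and an adjusted p threshold of 0.05 (Benjamini-Hochberg). The fits were also tested on simulated data, in which known changes were added to the samples. Single values and correlations were tested with permutation tests in Python 3.11.15 (100000 resamples, two-sided), and with all 40320 pairings for relations across the 8 assayed miRNAs. Detection used a minimum normalized value of 2. For each comparison the samples were also split in 99 other ways at random into groups of the same sizes.

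The comparisons, the lists of miRNAs and most alternatives were fixed before the data were examined. Named miRNAs are the assayed ones, the members of 10 lists, and the largest changes among those past the threshold with a mean of at least 50 in a group: 10 in each direction between tissues and 5 in each direction between feeding groups. Where none passed, the 3 with the lowest p were taken. The lists cover epithelial, erythroid, immune cell, striated muscle, liver, stromal and smooth muscle, adipocyte-linked and endothelial miRNAs, the DLK1-DIO3 cluster and the let-7 family. How a list name matches a numbered copy was decided once the names in the table were known, and only the copy with the highest mean was kept. The assayed miRNAs had been chosen by the paper, with its correlations known.

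Several choices departed from the fixed design after the data were seen. Correlations in parenchyma use the 12 samples of the milk replacer groups, because the 3 control parenchyma samples have low epithelial miRNAs, and the family has 7 relations because miR-375 is listed at 0 in the whole fat pad. Leaving out control parenchyma, thinning libraries to equal reads, and log2 reads as a covariate were added. Exact pairings replaced random resamples across the 8 miRNAs. An alternative with 5S or U6 alone gives the identical r by construction and tests nothing. The count models planned as alternatives were not run, since whole reads could not be recovered with the check that was set for it.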

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

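The tests of single control parenchyma samples for fat pad or lymphoid tissue, of a label swap, and of the share and direction of milk replacer parenchyma in fat pad samples were chosen after the results were seen, and thinning and log2 reads as a covariate after the data were seen.

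In the parenchyma 154 of 339 miRNAs passed between milk replacer and control animals (102 higher, 52 lower; limma), a comparison that the paper does not report, and chance can be excluded, since the highest of the 99 other splits reached 64. Depth does not account for it, as 99.4% of these miRNAs passed with log2 reads as a covariate, and nor does a swap of labels with control fat pad samples, of which 0 of 4 had epithelial miRNAs as high as the lowest milk replacer parenchyma sample. More fat pad tissue in the control samples is a candidate explanation for the direction of most changes in the group. In samples not shared between the contrasts 89.6% of the miRNAs went in the direction it gives, above the 80% set beforehand. However, the 154 miRNAs had been picked with all 15 parenchyma samples, so the list was not independent of this test. All 10 epithelial miRNAs were higher in both contrasts. For these the sign cannot tell fat pad tissue from any other lack of epithelium. Signs do not test the size of the changes. In the DLK1-DIO3 cluster, with 43 of the 154 miRNAs, the mean log2 level was 6.31 in the control samples (5.11 to 7.03, n = 3). It was 7.28 in the fat pad (6.71 to 8.07), 6.88 in the control fat pad samples (6.71 to 7.06, n = 4) and 8.78 in milk replacer parenchyma. Fat pad tissue alone would not bring a sample below the fat pad range, where the lowest control parenchyma sample lay. The highest control parenchyma sample lay within the range of the control fat pad. For the group the cluster therefore does not decide whether fat pad tissue is enough. Single samples were compared by 38 miRNAs higher in every fat pad sample than in every milk replacer parenchyma sample. These also had a fat pad mean of at least 500 and a difference of at least 2 times between the sites. Gene copies that share reads, such as miR-378-1 and miR-378-2, were counted separately, so the counts are not of independent miRNAs. In replicate 1, 27 reached the fat pad range against 1 in the parenchyma range, which goes with fat pad tissue. In replicate 2 the counts were 13 against 9, which cannot be told apart. There 10 more, mostly let-7, lay below both tissues, while its adipocyte-linked mean of 10.70 lay in the fat pad range. The lower end of the parenchyma range was added after a result of 13 against 19 had been seen. In replicate 18 the counts were 8 against 14, with 9 below both. Its adipocyte-linked mean of 8.41 lay below the 10.63 to 11.24 of the fat pad, which argues against fat pad tissue. In replicate 18 all 7 of the 7 immune cell miRNAs were above every other mammary sample (miR-142-5p 45393, miR-150 23130, miR-155 5237), so lymphoid tissue may be part of that sample, although all 7 are also present in the others, and an effect of the control diet stays open and untested.

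In the fat pad 50 of 301 miRNAs passed between ad libitum and restricted animals (29 higher, 21 lower; limma), and the highest of the other splits reached 35, so chance can be excluded. Depth does not account for it, as 84% of these miRNAs passed with log2 reads as a covariate. Parenchyma with its epithelium in the fat pad samples does not account for it either: by their epithelial miRNAs the highest share in these 12 samples was 0.553% of the mean milk replacer parenchyma sample, and 98% of the 50 miRNAs changed by more than such a share can give. The planned contrast with control parenchyma, in which 54% lay on the larger side, decides nothing, since those samples have low epithelial miRNAs, and with milk replacer parenchyma 68% did. Feeding stays open as the biological explanation, and without replicate 16 the number fell to 32. A difference in other cell types was not tested and stays open. The immune cell list had a mean log2 level of 8.65 ± 0.12 in ad libitum and 8.95 ± 0.20 in restricted animals (SD, n = 6 each). The stromal and smooth muscle list had 15.32 ± 0.10 and 15.54 ± 0.12, and the adipocyte-linked list 11.06 ± 0.11 and 10.94 ± 0.16. By limma 0 of 7 immune cell miRNAs passed (3 lower adjusted over the list alone).

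Between parenchyma and fat pad 262 of 336 miRNAs passed (157 higher, 105 lower in parenchyma; limma), the highest of the other splits reached 119, and chance can be excluded. The smaller fat pad libraries do not account for it through values listed at 0, since 78.1% of the miRNAs above 0 in every mammary sample passed, against 77.5% of the others. They account for part of the difference in detected miRNAs at most. Counted at any value above 0 that difference was 67.2, and 57.4% of it was left after all libraries were thinned to the smallest one. The difference between the tissues, which have different cells, stays open as the explanation and was tested only through the lists.

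The other comparisons are also ones that the paper does not report. Between liver and parenchyma 256 miRNAs passed, and the highest of the other splits had 0, so chance can be excluded. For milk replacer against control animals 33 passed in the fat pad (highest other split 15, chance excluded), and 20 without replicate 19 or 21. Parenchyma with its epithelium, at most 0.553% by the epithelial miRNAs, does not account for most of them, as 93.9% changed by more than it can give, but the other 2 are epithelial miRNAs, for which it stays open. In the liver 21 passed between these groups (highest other split 20, chance excluded by the share of splits though narrowly by number), but 9 without replicate 18 or 21, 11 to 13 without replicate 1, 2, 3, 11 or 16, and 13 with log2 reads as a covariate. Between ad libitum and restricted liver samples 1 miRNA passed, miR-133a (log2 fold change -1.87, adjusted p = 0.0325; 15 miRNAs at an unadjusted p under 0.05; limma), 0 passed without replicates 4, 6, 7, 8, 9, 10 or 21, and 8 of 100 splits gave as many, so chance is not excluded; the highest split reached 25, which points to a structure of the samples that was not tested. In parenchyma 0 miRNAs passed between ad libitum and restricted animals, and 0 had an unadjusted p under 0.05 (limma). That fit took its variance from all 15 parenchyma samples, the 3 control samples among them. Without those 3 samples 0 passed and 11 had an unadjusted p under 0.05 (limma). The 0 therefore does not show that feeding had no effect there. The test of a different feeding effect in the 2 mammary sites gave 0 (18 unadjusted, limma). In both comparisons all 100 splits gave as many or more. For the sites the highest split reached 14, which points to a structure of the samples that was not tested.

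In 117 groups of at least 4 samples 7 values, in 5 samples, lay far from the rest of their group. This number of values is near the 5.85 that chance gives at 1 in 20 groups. On the log2 scale they were, in control fat pad, the mean of epithelial miRNAs in replicate 19 (1.70) and of stromal and smooth muscle miRNAs in replicate 2 (15.96). In restricted fat pad replicate 10 they were miR-708 (13.28) and the mean of erythroid miRNAs (8.63), and in ad libitum parenchyma replicate 7 miR-451 (10.78). In restricted parenchyma replicate 10 miR-100 (14.61) and the mean of adipocyte-linked miRNAs (7.20) were the lowest of their group. That mean may be low only through miR-378-2, which was listed at 0 there. The lowest value of its copy miR-378-1 in milk replacer parenchyma was 1582.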

How the results depend on the processing

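Thinning, log2 reads as a covariate, and leaving out control parenchyma were chosen after seeing the data. Of 1212 values of 155 named results (limma log2 fold changes) under the alternatives, 1168 kept their direction and side of the threshold, 24 no longer passed, 3 passed newly and 17 changed direction; causes were not tested except where given. The alternatives with count models were not run. Detected miRNAs per mammary sample were 313 at a minimum value of 10 and 254 at 50, by construction, and 312 in thinned libraries; the difference between the sites was 28.6, 24.4 and 38.6 in these, against 65.4, and passed in each.

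Without the log, r with the marker miRNAs in the fat pad was 0.132 for miR-451 (no longer passing) and 0.501 for miR-223 (reversed, not passing). The relation of mean levels across miRNAs stayed between 0.750 and 0.853. With the reads as a covariate 154 miRNAs passed between liver and parenchyma, whose depths do not overlap, and 13 between milk replacer and control liver. Between ad libitum and restricted liver 0 passed without a filter and 0 after rescaling. With control parenchyma left out the test of a different feeding effect in the sites gave 2, the copies let-7a-1-3p and let-7a-3-3p, parenchyma against fat pad 280, and ad libitum against restricted parenchyma 0 (11 unadjusted; limma). Samples that share only a number were used as a block in 1 alternative, which gave 262, 247 and 0 for the sites, liver against parenchyma, and the interaction.

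Leaving out each replicate in turn gave 140 to 169 for milk replacer against control parenchyma, 0 to 0 for ad libitum against restricted parenchyma, and 32 (without replicate 16) to 58 for the same in the fat pad. It gave 20 (without replicate 19 or 21) to 44 for milk replacer against control fat pad, 0 (without replicates 4, 6, 7, 8, 9, 10 or 21) to 1 for ad libitum against restricted liver, and 9 (without replicate 18 or 21) to 24 for milk replacer against control liver, with 11 to 13 without replicate 1, 2, 3, 11 or 16.

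Rescaling each sample to 1000000 changed higher and lower counts from 157 and 105 to 191 and 67 (parenchyma against fat pad), 102 and 154 to 65 and 196 (liver against parenchyma), 102 and 52 to 119 and 36 (milk replacer against control parenchyma), 29 and 21 to 40 and 15 (ad libitum against restricted fat pad), 22 and 11 to 34 and 5 (milk replacer against control fat pad) and 5 and 16 to 1 and 25 (milk replacer against control liver). The direction reversed on rescaling for miR-100 (0.0565) and miR-30c (0.41) between the sites, miR-100 between liver and parenchyma (-0.48; also -0.0567 with reads as a covariate and -0.0459 without control parenchyma), and, in results that passed under no setting, for miR-30c (0.0651; 6.64e-05 with the covariate) in ad libitum against restricted parenchyma, miR-451 (0.0803) in milk replacer against control parenchyma, miR-451 (0.14) in ad libitum against restricted fat pad, miR-223 (0.17; 0.0199 with a pseudocount of 5) and miR-30c (0.0756) in milk replacer against control fat pad, and miR-30c (-0.0535), miR-215 (-0.0531) and miR-708 (-0.0374) in milk replacer against control liver. With the covariate miR-215 in milk replacer against control fat pad (-0.11) and miR-30c in ad libitum against restricted liver (-0.0348) reversed. Depth limits miRNAs with under 6 reads, which are listed at 0, most in the liver with its smallest library at 826776 reads.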

Differences from the paper's values

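The paper's number of known miRNAs identified per sample by UEA sRNA Workbench is 181, and 362 ± 39.4 (SD, n = 31 mammary samples) were detected in the values analysed here at a minimum value of 2. The paper's number is a mean over samples of 3 species and comes from its own program, while the values here cover cow samples only and list nothing under 6 reads. Of the alternatives set before the data were examined, a minimum value of 50 (254) brought the numbers within 1.5 times of each other, and minimum values of 1 (363) and 10 (313) did not. The paper's 280 for miRDeep2 and 397 for sRNAbench were within 1.5 times of the 362 at a minimum value of 2, though 397 was not within 1.5 times of the 254 at 50.

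The paper states that all tested miRNAs were expressed in the assayed samples. In the values analysed here 7 of the 8 assayed miRNAs were above 0 in all 31 mammary samples, while miR-375 was above 0 in 12 of 31 samples, all of them parenchyma of animals fed milk replacer.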

Other observations

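Beside the epithelial, erythroid, immune cell and adipocyte-linked miRNAs, other lists also differed between the mammary sites. Of 9 miRNAs on the let-7 list 8 were lower in parenchyma than in the fat pad, before and after rescaling (8 adjusted over the list alone). The other, bta-let-7a-1-3p, was higher (1 adjusted over the list alone), and it is the only one listed as a 3p arm. Among the lower ones bta-let-7i, a regulator of developmental timing as the rest of the family, was 47532 ± 17808 (SD, n = 15) and 146073 ± 28553 (SD, n = 16; log2 fold change -1.68, standard error 0.15, adjusted p = 2.13e-11, limma). Both arms of the endothelial miR-126 were lower in parenchyma (2 adjusted over the list alone), with 121034 ± 112996 against 380174 ± 87301 for bta-miR-126-3p. Of 8 stromal and smooth muscle miRNAs 6 were lower and 1 higher (6 and 1 adjusted over the list alone), which became 3 lower and 2 higher on rescaling. Of 3 striated muscle miRNAs tested 1 was higher and 0 were lower (1 and 0 adjusted over the list alone).

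The liver had its own miRNAs: all 4 of the liver list were higher than in parenchyma (4 adjusted over the list alone). miR-122, a regulator of lipid metabolism in hepatocytes, was 569836 ± 207460 (SD, n = 17) in the liver and 329 ± 769 (SD, n = 15) in parenchyma, where the mean was 135 without control replicate 1 (log2 fold change 12.62, adjusted p = 3.88e-20, limma), and miR-192 was 520783 ± 191522 and 3614 ± 1980. The DLK1-DIO3 cluster was lower in the liver for 44 of 45 miRNAs (44 adjusted over the list alone). In the liver, 13 of 35 miRNAs of this cluster were lower in animals fed milk replacer than in control animals and 0 were higher (19 and 0 adjusted over the list alone). The 13 fell to 6 without replicate 18 or 21, to 7 without replicate 2 and to 8 without replicate 1, 3, 4, 11 or 16. Among them was miR-493, at 889 ± 452 (SD, n = 12) and 2427 ± 486 (SD, n = 5; log2 fold change -1.57, adjusted p = 0.00183, limma). In the parenchyma the cluster was higher in animals fed milk replacer, and the difference between the organs was not tested.

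Feeding also went with single miRNAs of the fat pad. Ad libitum animals had more miR-6715 (99.8 ± 43.5 against 13.2 ± 4.80 in restricted animals, SD, n = 6 each; log2 fold change 2.72, adjusted p = 0.012, limma) and miR-2898 (1799 ± 611 against 670 ± 258), and less miR-130a (142 ± 10.3 against 292 ± 41.7; log2 fold change -1.02, adjusted p = 0.000115, limma) and miR-181c (50.0 ± 13.4 against 106 ± 19.4). Animals fed milk replacer had more miR-503-5p than control animals (151 ± 80.2, SD, n = 12, against 24.1 ± 13.2, SD, n = 4; log2 fold change 2.54, adjusted p = 0.000645, limma) and more miR-370 (1379 ± 504 against 409 ± 89.6), and less miR-210, a miRNA induced by hypoxia (389 ± 121 against 701 ± 114; log2 fold change -0.90, adjusted p = 0.000906, limma). Of 5 epithelial miRNAs tested there 2 were higher with milk replacer (4 adjusted over the list alone; median log2 fold change of the list 2.64, and 1.65 after rescaling), but 0 without replicate 18, 19 or 21. Adjusted over the list alone, 3 of 3 striated muscle and 2 of 2 endothelial miRNAs were lower with milk replacer, and 0 of each were higher. With adjustment over all miRNAs tested 0 and 1 of these were lower, and 0 of each after rescaling.

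The test on the spread of the qPCR values below was chosen after these values were seen. The paper's coefficients differ between miRNAs (Table 4), and a candidate explanation is that a miRNA with more spread between samples can reach a higher coefficient. Across the 8 miRNAs, which are not independent, the SD of the log2 level in the 31 mammary samples and the largest of the paper's coefficients had r = 0.604 (exact permutation test, p = 0.106, adjusted p = 0.106 over 3 relations; rho 0.714, exact p = 0.0576), which leaves this open. With the SD within 1 site r was 0.470 in parenchyma (exact permutation test, p = 0.244) and 0.119 in the fat pad (exact permutation test, p = 0.775), lower than over both sites together. With the SD of the paper's qPCR values over its 10 samples in place of the sequencing SD, r was 0.898 (exact permutation test, p = 0.00107, adjusted p = 0.00321; rho 0.81, exact p = 0.0218, adjusted p = 0.0576; r = 0.757 without the 2 farthest miRNAs). The coefficients were computed by the paper from the same qPCR values, so the spread of those 10 samples may set how high they could reach.

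Whether the spread of a miRNA follows the cells or the cluster it belongs to was tested within each site. For miR-433 joint regulation of the DLK1-DIO3 cluster is a candidate explanation, as r with the cluster passed in both sites and was at least 0.666, although in parenchyma it was 0.318 without the 2 farthest samples (0.571 without the log). For miR-451 the amount of blood stays open, since the lower r, in parenchyma, was 0.517 and did not pass. Its marker miR-144 was also often listed at 0, which makes r a weak measure of blood. For miR-375 the share of epithelial cells stays open: r was 0.757 in parenchyma, and the fat pad gave no value. For miR-223 the share of myeloid cells stays open as well: r was -0.0778 in the fat pad, under the limit of 0.2 set beforehand, but the upper end of its 95% interval, a condition added after the data were seen, was 0.435.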
